A study of Oryza sativa with 6 samples. Its data were reported in "Identification and integrated analysis of glyphosate stress-responsive microRNAs, lncRNAs, and mRNAs in rice using genome-wide high-throughput sequencing" (2020).

How the data were processed

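Small RNA was sequenced from leaves of CA21, a rice germplasm that tolerates glyphosate without a transgene. The seedlings were sprayed with glyphosate at 2 mg per ml (GLY) or left unsprayed (CK), with 3 libraries per group. The authors made TruSeq small RNA libraries, sequenced them single-end on an Illumina HiSeq, trimmed adaptors, removed reads shorter than 18 nt and reads of other RNA classes, and assigned the rest to miRBase precursors with the ACGT101-miR program, whose version is not given in the sources used here. The deposited table holds 1 signal value per miRNA and library, called normalized counts per the file headers, and the way the authors scaled the libraries is not given in the sources used here. The values are not whole counts, and the totals over all miRNAs differ between libraries.

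The table had 582 rows, of which 103 were exact repeats of another row and were removed, since a miRNA with several precursors is listed once per precursor. The remaining 479 miRNA names carried 454 distinct sequences. Of these names, 94 were miRNAs predicted by the authors from hairpins and 385 bore a miRBase number, which gave 139 families when names of all species and both arms were joined by number. In a miRNA name, the suffix L or R gives bases added or missing at the 5′ or 3′ end, ss gives substitutions, and p5 or p3 gives the arm of a sequence that was not named as a mature miRNA. Such a sequence can lie on the arm opposite to the mature miRNA or overlap the mature miRNA on its own arm. Reads shared between near-identical members of a family could have been assigned to several names, so single members of a family are less certain than the family sum. The reference given here lists no miRNA genes and no genome, so no genome positions are given.

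Low values (above 0 and under 60) were mostly whole multiples of one step per library, which is what 1 read was worth after scaling. The step was 0.881 in CK 1, 0.877 in CK 2, 0.541 in CK 3, 0.879 in GLY 1, 1.49 in GLY 2 and 1.72 in GLY 3. Between 78.5% and 83.5% of the low values lay within 0.01 of a whole number of reads, which was too few to treat the table as counts. Dividing by the step gave about 154436, 168908 and 304753 miRNA reads for CK 1, CK 2 and CK 3, and 176515, 118662 and 97902 for GLY 1, GLY 2 and GLY 3. These estimates were used for relative depth, for thinning, for a minimum of reads in one filter and in detection, for voom weights and for a check for repeated libraries, and not as counts in the main test. Of the miRNAs above 0 in a library, only 13 to 20 lay under 5 estimated reads, so low counts seem to have been left out of the table and a value of 0 may hide a few reads. No interval from counting error is given, because counts are not in the table used here.

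The plan, written before the data were examined, named a count model as the main test and limma as its replacement if the table held no counts, and the replacement was used. For each miRNA with a value of 10 or more in at least 3 libraries, log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3 (empirical Bayes moderation with trend and robust options), GLY against CK, with no replicate block. The p-values were adjusted by the Benjamini-Hochberg method and called at an adjusted p under 0.05. Adding 1 shrinks the difference between low values, and the fitted fold change is a difference of mean logs, which can lie above or below the log2 ratio of the means (6.21 and 5.76 for osa-MIR167f-p3). Where all libraries of a group were at 0, each library's value is given and no fold. Families were tested in the same way on summed values. The study's thresholds (unadjusted p under 0.05, with and without a log2 fold change of at least 1 in size) were applied to the limma p-values, since the count model the authors used needs counts. The labels do not say whether the libraries of a group came from separate plants, so the p-values measure only the spread between these libraries.

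The analysis covered 16 lists: copper-responsive, SPL-targeting, NF-YA-targeting, nutrient-responsive, auxin-related, HD-ZIP III-targeting, GRAS-targeting, AP2-targeting and leaf growth transcription factor families, small RNA machinery, reproductive phasiRNA triggers as markers of another tissue, transposon-related families, entries that match rRNA or tRNA fragments as a sign of RNA quality, 24-nt miRNAs, 21-nt miRNAs and predicted miRNAs. Lists by family join both arms and all variants of a hairpin, so a list named for its targets also holds opposite arms that are not known to have those targets. The lists were fixed before the data were examined but after reading the paper and its table of changed miRNAs, so they are not blind. The 14 lists with at least 3 tested members were tested with camera (preset correlation 0.01), with camera at an estimated correlation, and with fry, each adjusted over the lists. Camera compares a list with all other tested miRNAs, and fry tests whether the members of a list move one way on balance.

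Shares by sequence length were compared with a two-sided exact permutation test, whose smallest possible p with 3 against 3 libraries is 0.1. Detection in all libraries of a group was counted as deposited and after thinning the estimated reads to the smallest library (mean of 100 draws). Since low counts are rare in the table, thinning alone can hardly lower detection, so miRNAs with 5 or more reads left after thinning were counted too, a setting chosen after seeing the data. The ratio of the 5p to the 3p arm was tested with limma for hairpins with a mean of 10 or more for each arm.

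The named miRNAs followed a rule with 3 parts: 5 miRNAs that the paper names for their level or their place in its RNA network, the called miRNAs without overlap between groups (up to 12 higher and 12 lower with the largest fold change), and up to 3 miRNAs of highest mean in each list and each called family. The paper also names osa-MIR159f-p5 and osa-miR159f_R-1, as an example of a shared precursor, and the first part of the rule left these out. A miRNA named outside this rule is said to have been chosen after its values were seen. The fit was tested on simulated data with the 479 real means and the median within-group dispersion of 0.105, in which 60 miRNAs were changed in each of 20 runs. With a median of 270 miRNAs tested, 37.8% of 2-fold, 93.5% of 4-fold and 99.0% of 8-fold changes were recovered for this comparison, and 4.00% of calls were false. The simulation gave all libraries the same spread, which the real GLY libraries do not have.

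As a check for a library deposited more than once, each pair was compared by chi-square on estimated reads, which covers counting error only. Every pair differed by more than that, with a lowest value of 11.5 per degree of freedom for CK 1 and CK 2. The alternatives tried were 4 other scalings, 2 other filters, voom weights, a replicate block, other pseudocounts, summing names with one sequence, leaving out abundant miRNAs and leaving out each library in turn. Leaving out a library kept the miRNAs that were tested with all 6.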

Results

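The data comprised 6 small RNA libraries from leaves of the glyphosate-tolerant rice CA21, 3 from plants sprayed with glyphosate (GLY) and 3 from unsprayed plants (CK). Glyphosate is a herbicide that blocks the shikimate pathway. Normalized values were given for 479 miRNAs, and their sum per library ranged from 136071 in CK 1 to 177269 in GLY 2. The estimated number of miRNA reads was lowest in GLY 3 (97902) and highest in CK 3 (304753). The number of miRNAs above 0 was 337, 326 and 370 in CK 1, CK 2 and CK 3, and 323, 362 and 258 in GLY 1, GLY 2 and GLY 3. GLY 2 stood apart from the other GLY libraries. Across the 251 tested miRNAs the correlation of log2 values was 0.928 between GLY 1 and GLY 3, but 0.640 between GLY 1 and GLY 2 and 0.557 between GLY 2 and GLY 3, while the CK libraries correlated at 0.939 to 0.972. GLY 2 correlated more with CK 1 (0.719) and CK 2 (0.674) than with either GLY library, and at 0.634 with CK 3, while GLY 1 correlated at 0.715 to 0.781 with the CK libraries. On the first principal component, with 57.5% of the variance, GLY 2 lay at -17.5, on the side of the CK libraries (-12.2, -10.3 and -5.62), and GLY 1 and GLY 3 lay at 17.6 and 28.0. These correlations are across miRNAs, which are not independent replicates.

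The main comparison asked which miRNAs differed in abundance between sprayed and unsprayed leaves. Single members of the families miR397, miR398, miR408, miR528, miR1432, miR529, miR535 and miR810 rose in GLY, though not every member was called, and several miR169 members fell. The smallest adjusted p was that of osa-miR1432-5p_R+1 (ATCAGGAGAGATGACACCGACA), which rose 10.5-fold from 1011 ± 117 (SD, n = 3) in CK to 10623 ± 1866 in GLY. At the other end, osa-miR169r-3p (TGGCAAGTCTCCTCGGCTACC) dropped 16.0-fold, from 211 ± 74.8 to 13.1 ± 3.62. In total 28 of 251 tested miRNAs were called with limma at an adjusted p under 0.05, 19 higher and 9 lower in GLY, and all 28 had a log2 fold change of at least 1 in size.

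Among the called miRNAs that were higher, osa-miR528-5p (TGGAAGGGGCATGCAGAGGAG) rose from 783 ± 55.8 to 3820 ± 778, with a limma log2 fold change of 2.27 ± 0.26 (SE) and an adjusted p of 0.00748. For osa-miR1432-5p_R+1 the log2 fold change was 3.38 ± 0.24 with a limma adjusted p of 0.00171. Both arms of miR397b rose, osa-MIR397b-p5 by 4.69-fold and osa-MIR397b-p3 by 6.03-fold, and osa-MIR397a-p5 rose by 4.70-fold. The 2 arms of miR408 also rose, osa-miR408-5p_L+1R-1 from 11.5 ± 7.05 to 124 ± 28.9 and osa-miR408-3p from 204 ± 38.3 to 1262 ± 676. The level of osa-miR535-5p went from 823 ± 180 to 4837 ± 2553, that of osa-miR529b from 14.9 ± 3.07 to 139 ± 46.2, and that of osa-MIR810b-p3 from 221 ± 33.7 to 734 ± 128. Larger ratios were found for miRNAs near the floor in CK: osa-MIR167f-p3 was at 0, 0 and 9.19 in the CK libraries and at 109, 191 and 196 in the GLY libraries, and osa-miR164e, which targets NAC genes, was at 0, 0 and 4.86 in CK and at 65.1, 17.9 and 58.5 in GLY. The remaining called miRNAs with higher values were osa-miR159f_R-1, which rose 6.72-fold and belongs to a family that targets MYB genes, osa-miR1320-3p_L-1R+1, which rose 7.15-fold, and osa-miR156f-3p, which rose 5.44-fold and falls outside the naming rule.

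The list of called miRNAs included 7 that were listed at 0 in every library of one group. In CK, osa-miR398a, osa-MIR398a-p5, osa-MIR171g-p3 and osa-MIR529b-p3 were listed at 0. Their values in GLY 1, GLY 2 and GLY 3 were 850, 71.7 and 325 for osa-miR398a, 341, 112 and 98.1 for osa-MIR398a-p5, 42.2, 10.5 and 36.1 for osa-MIR171g-p3, and 13.2, 22.4 and 31.0 for osa-MIR529b-p3. In GLY, osa-MIR1851-p3_1ss11AG, osa-MIR167c-p3 and osa-miR390-3p_L+3 were listed at 0. Their values in CK 1, CK 2 and CK 3 were 20.3, 25.4 and 38.4, then 19.4, 15.8 and 20.5, then 22.03, 20.2 and 13.5.

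Of the other miRNAs that fell, osa-miR169r-5p_R+1 decreased 6.02-fold, osa-miR169h 3.91-fold and bdi-MIR169f-p3, named after a Brachypodium hairpin, 3.99-fold. The level of osa-miR319a-3p.2-3p_L+1R+1, from a family that targets TCP genes, dropped 7.67-fold to 21.2 ± 6.17 in GLY, and that of osa-miR160f-5p, which targets auxin response factors, from 1397 ± 247 to 435 ± 165. Of the miRNAs the paper names for their level, osa-miR156a_L+1 was not called: it was at 2586 ± 419 in CK and 8182 ± 3333 in GLY, with a limma log2 fold change of 1.57 ± 0.40 (SE) and an adjusted p of 0.0611. It lay above all CK libraries in each of the 3 GLY libraries. Its unadjusted limma p was 0.0073. It thus passed the criteria of an unadjusted p under 0.05 and a log2 fold change of at least 1 in size. By qPCR, the paper reports a higher level of this miRNA in sprayed leaves. Without GLY 2, osa-miR156a_L+1 was called with a limma adjusted p of 0.00144, in a range from 0.00144 to 0.264 over all alternatives. The values of osa-miR5810_R-3_1ss13TC were too low to be tested (9.25, 9.21 and 8.38 in CK, and 3.96, 0 and 0 in GLY). The other arm of miR159f, osa-MIR159f-p5, which the paper names as sharing a precursor and which falls outside the naming rule, was chosen after its values were seen. It was at 48.4 ± 19.9 in CK and 462 ± 321 in GLY, without overlap, and was not called (limma adjusted p of 0.0714).

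**Figure D1:**
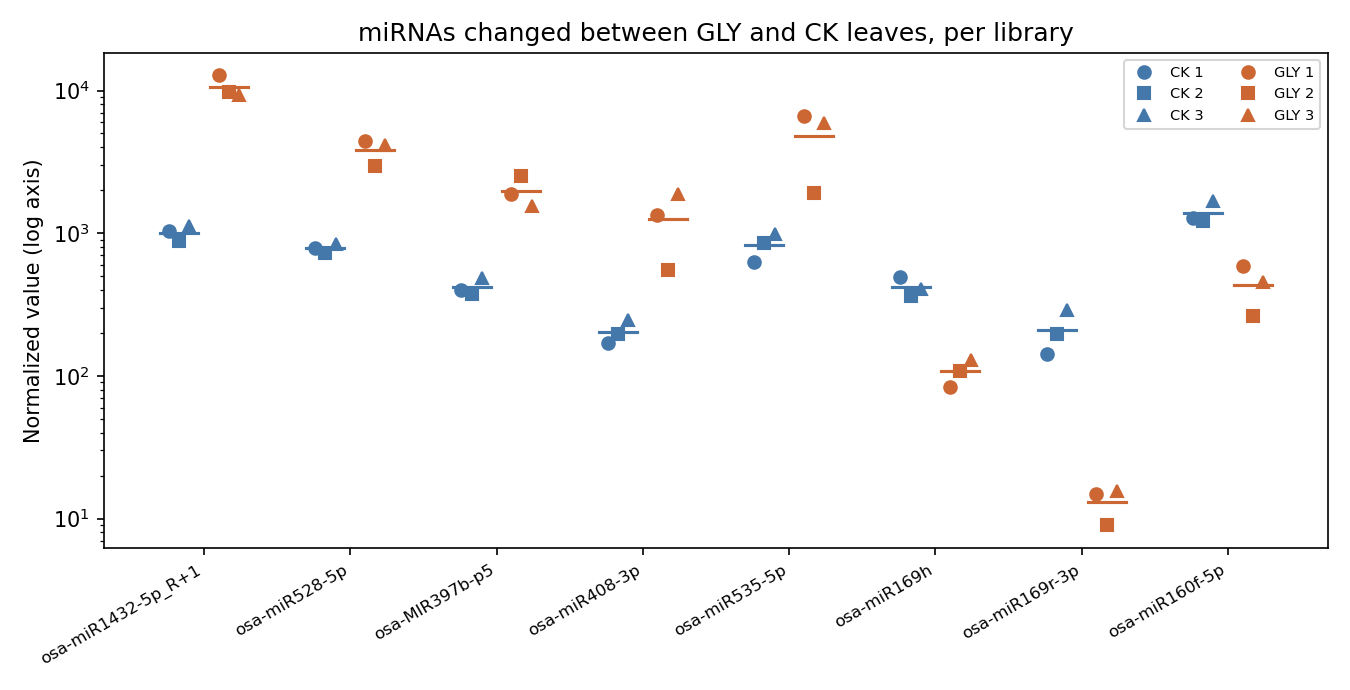
Normalized values of 8 called miRNAs in each library on a log axis, with circles, squares and triangles for replicates 1, 2 and 3, CK in blue, GLY in orange and the group mean as a line. For osa-miR1432-5p_R+1 the GLY libraries averaged 10623 against 1011 in CK, and no miRNA shown had values that overlapped between groups.

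The values of the groups did not overlap for 90 of the 251 tested miRNAs (35.9%, against 10% by chance for 3 against 3 libraries). The median log2 fold change of all tested miRNAs was -0.46 and ranged from -0.60 to -0.17 under the other scalings, so a change near these values is a change like that of the typical miRNA. None of the 28 called miRNAs changed direction (0) in the other scalings that tested it or when a library was left out. The scalings moved the median far less than the size of these changes, so a kept direction under them says little. Of the 28, 10 were called in all 4 other scalings, and osa-miR535-5p was called in 1. Of the 4 other scalings, osa-MIR171g-p3 passed the filter in 1. The number of calls was sensitive to single libraries: it was 125 (39 higher, 86 lower) without GLY 2, which kept all 28, but 2 without CK 1, 2 without CK 2, 9 without CK 3, 21 without GLY 1 (10 higher, 11 lower) and 14 without GLY 3 (7 and 7). The 2 miRNAs called in each of these 6 fits were osa-miR1432-5p_R+1 and osa-MIR398a-p5. Scaling by the valid small RNA reads of each library left 12 calls, 11 higher and 1 lower, against 19 and 9.

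Families were compared to avoid the division of reads between members. Of 90 tested families 8 were called with limma, 7 of them higher in GLY and 1 lower. The miR1432 family rose from 1011 ± 117 (SD, n = 3) to 10633 ± 1874, the miR397 family, whose targets are laccases, from 710 ± 160 to 3653 ± 266, and the miR528 family, which targets copper proteins such as ascorbate oxidase in grasses, from 820 ± 73.0 to 3954 ± 828. Their limma adjusted p values were 6.7e-04, 0.00433 and 0.00433. The miR408 family (plantacyanins and laccases) rose 6.52-fold, the miR535 family 5.38-fold and the miR810 family 3.26-fold. The miR398 family, which targets copper/zinc superoxide dismutases, was at 10.6, 0 and 8.65 in CK and at 1266, 221 and 504 in GLY. The miR169 family fell from 3806 ± 401 to 1579 ± 437, a 2.41-fold decrease with a limma adjusted p of 0.0406. The miR156 family was at 4822 ± 1104 in CK and 11654 ± 3571 in GLY and the miR319 family at 414 ± 191 and 99.6 ± 35.4, both with a limma adjusted p of 0.0855 and not called, like the miR529 family (0.155). Of the 8 families, miR1432, miR397 and miR528 were called in each of the 6 fits without 1 library, miR398 in 2 and the others in 1. Under the 4 other scalings, miR1432 and miR398 were called in 4, miR397, miR528, miR408 and miR810 in 2, miR169 in 1 and miR535 in 0. The number of called families was 47 without GLY 2, 3 without CK 1, 4 without CK 2, 3 without CK 3, 4 without GLY 1 and 3 without GLY 3.

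**Figure D2:**
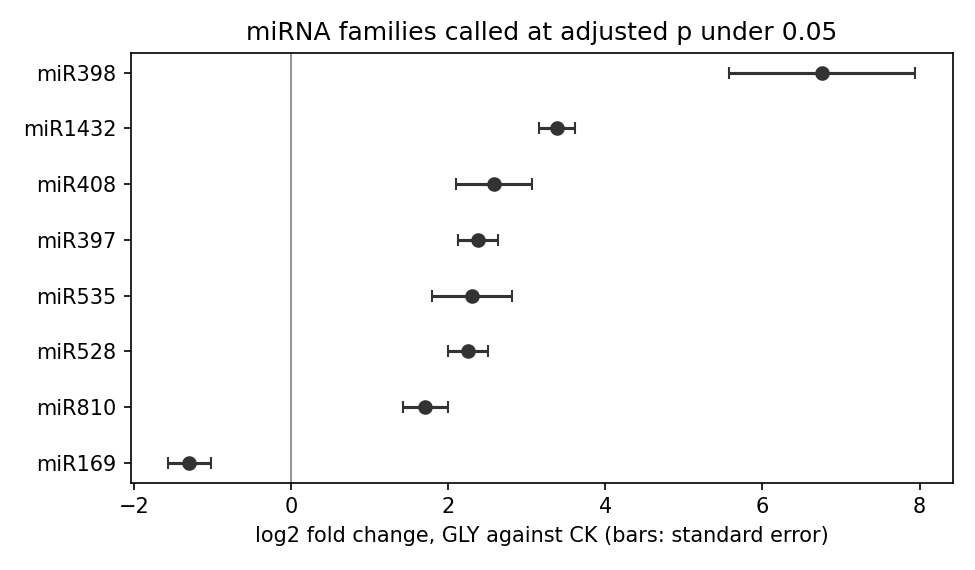
Log2 fold change of GLY against CK for the 8 called miRNA families, from limma on log2(value + 1), with bars for the standard error. The 7 families to the right of 0 were higher in GLY, with miR398 farthest out and least precise, and miR169 was lower.

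The lists asked whether miRNAs of one kind of target or response moved together. They were fixed after reading the paper's table of changed miRNAs, which came from these same libraries. The p-values of the list tests are thus not independent support. Copper-responsive miRNAs, which rise in plants short of copper and target copper proteins, rose as a group: 8 of 10 tested members were called higher and none lower, and all 10 were higher when adjusted over the list alone. The members not called were osa-miR398b, at 6.41 ± 5.63 in CK and 64.3 ± 23.6 in GLY, and osa-miR528-3p, at 35.6 ± 20.1 and 132 ± 69.7. The median log2 fold change of the list was 2.53, or 2.37 without its 2 members listed at 0 in CK. Its members took up 1.21%, 1.04% and 1.25% of the CK libraries and 6.87%, 4.27% and 6.41% of the GLY libraries. The camera adjusted p was 4.4e-10 with the preset correlation, and the adjusted p = 0.352 with an estimated correlation. The number of members called higher was 1 without CK 1, 1 without CK 2, 6 without CK 3, 5 without GLY 1, 10 without GLY 2 and 5 without GLY 3, while the median stayed between 2.33 and 2.89.

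The list of families that target SPL transcription factors (miR156, miR529 and miR535) had 4 of 17 tested members called higher and none lower, against 6 and 0 when adjusted over the list alone. Of the called members, osa-miR529b and osa-miR535-5p are of the arm that targets SPL genes, and osa-miR156f-3p and osa-MIR529b-p3 are of the opposite arm. The abundant members not called were osa-miR156a_L+1 and osa-miR156a, the latter at 347 ± 54.1 in CK and at 1653, 330 and 2173 in GLY 1, GLY 2 and GLY 3. The median log2 fold change was 1.13, or 0.95 without the member listed at 0 in CK, with a camera adjusted p of 4.4e-04 and an adjusted p = 0.362 with an estimated correlation. Its calls were 9 higher and 3 lower without GLY 2, 3 and 0 without GLY 1, 1 and 0 without GLY 3, and 0 without any one of the CK libraries.

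The miR169 list, a family that targets NF-YA subunits, had 4 of 18 members (14 distinct sequences) called lower and none higher, against 5 lower when adjusted over the list alone. Its median log2 fold change was -1.89, the value of a sequence that 5 names share, or -1.70 with names of one sequence summed, with a camera adjusted p of 3.0e-04 and an adjusted p = 0.822 with an estimated correlation. Without GLY 2 the median was -1.16 with 11 called lower, and the calls were 0 without CK 1, 0 without CK 2, 1 without CK 3, 3 without GLY 1 and 3 without GLY 3. Among the called members, osa-miR169r-3p and bdi-MIR169f-p3 are of the arm opposite to the one that targets NF-YA genes. The decrease was uneven, with osa-MIR169a-p5 not called at 579 ± 90.9 in CK and 486 ± 26.3 in GLY. No list was called by camera (0 of 14) with an estimated correlation. With fry 5 lists were called, the copper, SPL and NF-YA lists (adjusted p of 0.00821, 0.0169 and 0.0309), auxin-related miRNAs (0.0179) and small RNA machinery (0.0348).

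The auxin-related list (miR160, miR167, miR390 and miR393) had 1 member called higher, osa-MIR167f-p3, and 3 called lower, osa-miR160f-5p, osa-MIR167c-p3 and osa-miR390-3p_L+3, out of 23, and the same numbers when adjusted over the list alone. Its median log2 fold change was -0.59 (-0.57 without the 2 members at 0 in GLY), close to that of all tested miRNAs, and its camera adjusted p was 0.158. Without GLY 2, 3 were called higher and 9 lower, and the calls were 0 without CK 1, 0 without CK 2, 1 higher without CK 3, 4 lower without GLY 1 and 2 lower without GLY 3. The most abundant member, osa-miR167d-5p_R+1, was at 4447 ± 238 in CK and 3333 ± 1214 in GLY. Leaf growth miRNAs (miR159, miR164, miR319 and miR396) had 2 members called higher, osa-miR159f_R-1 and osa-miR164e, and 1 lower, osa-miR319a-3p.2-3p_L+1R+1, out of 22. When adjusted over the list alone the numbers were 4 and 1, and the camera adjusted p was 0.620 at a median of -0.99. Without GLY 2 the calls were 5 and 5 with a median of -0.58, and there were 0 without any one of the CK libraries and 1 lower without GLY 1 or GLY 3. Its most abundant member, osa-miR396e-5p, was at 16421 ± 3113 in CK and 11204 ± 4122 in GLY. In the GRAS-targeting list (miR171) 1 of 4 members was called higher, osa-MIR171g-p3, and none lower, against 1 higher and 3 lower when adjusted over the list alone. Its median was -0.78 with the member at 0 in CK and without it, its mean 0.46 and its camera adjusted p 0.912. The calls were 1 higher and 1 lower without GLY 2, and 0 without GLY 3 or any one of the CK libraries. The abundant osa-miR171b was at 377 ± 58.8 in CK and 220 ± 41.2 in GLY.

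None (0) of the 14 tested members of the HD-ZIP III-targeting list (miR166) was called, and none when adjusted over the list alone, but 6 were called lower without GLY 2, with a median of -0.94. In all libraries its median was -1.20 and its camera adjusted p 0.0624, and osa-miR166a-3p was at 9210 ± 2698 in CK and 6246 ± 1719 in GLY. The small RNA machinery list (miR162 and miR168, which target DCL1 and AGO1) had no call among 4 members, a median of -0.57 and a camera adjusted p of 0.471. Its member osa-miR168a-3p_L-3 was the most abundant miRNA of CK, at 21886 ± 3074, and was at 14985 ± 3760 in GLY. The nutrient-responsive list (miR395, miR399 and miR827, which rise when sulfate or phosphate is short) had no call among 5 members, a median of -0.04, a mean of -0.34 and a camera adjusted p of 0.966 on the higher side. The median was 0.45 without GLY 2, 0.031 without CK 3 and -0.51 without GLY 3, with no calls. Its member osa-miR827 was at 336 ± 31.5 in CK and 372 ± 69.6 in GLY. The AP2-targeting list (miR172) had only 2 tested members and no list test. Of these, osa-miR172a was at 721 ± 82.7 in CK and 359 ± 108 in GLY, with 0 calls over all miRNAs and 1 lower when adjusted over the list alone. Without GLY 2, 1 member was called lower over all miRNAs.

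The list of another tissue held the families of the reproductive phasiRNA triggers miR2118 and miR2275, of which 1 entry was tested. That entry was a 19-nt p5 sequence with substitutions and not a mature trigger. Its value, that of osa-MIR2118e-p5_2ss13TA19CT, was 98.9 ± 21.1 in CK and 343, 46.3 and 549 in GLY 1, GLY 2 and GLY 3, and it was not called, except without GLY 2, when it was called higher. Entries that match rRNA or tRNA fragments, a sign of RNA quality, had no call among 6 members, with a median of 0.45 and a camera adjusted p of 0.346. They took up 16.7%, 18.2% and 6.58% of CK 1, CK 2 and CK 3 and 16.9%, 15.8% and 14.9% of the GLY libraries, so CK 3 was the library that differed. By the paper's read statistics, every GLY library lost a larger share of raw reads to adaptor and length filtering than any CK library. Each GLY library also kept a smaller share of valid reads, so this list does not show that library quality was alike in both groups. Without GLY 2 the list was called higher, with a median of 0.45 and a camera adjusted p of 0.0413, and without CK 3 its median was 0.019, in a range of adjusted p from 0.0413 to 0.899 over all alternatives. The 2 members called higher without GLY 2 were osa-miR5072_L-4 and osa-miR5077_L-1_1ss5GA, chosen after their values were seen. Transposon-related miRNAs (miR812, miR814, miR818 and miR820) had no call among 7, with a median of -0.29 and a camera adjusted p of 0.966, and osa-MIR820b-p3 was at 534 ± 84.6 in CK and at 189, 1847 and 232 in GLY 1, GLY 2 and GLY 3. Without GLY 2, 6 of these 7 were called lower at a median of -1.33, and the median was 0.31 without GLY 1 and 0.16 without GLY 3, with no calls. Predicted miRNAs had no call among 30, with a median of -0.16, a mean of -0.37 and a camera adjusted p of 0.966 on the higher side. Without GLY 2, 13 of the 30 were called lower at a median of -0.69, and without GLY 3 the median was 0.19 with no calls.

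Members of the 2 length lists moved with single libraries too. The 119 tested 21-nt miRNAs had 13 called higher and 4 lower, or 15 and 5 when adjusted over the list alone, with a median of -0.37 (-0.38 without the 4 members at 0 in a group), a mean of 0.06 and a camera adjusted p of 0.550 on the higher side. The 66 tested 24-nt miRNAs had 1 called lower, bdi-MIR169f-p3, and none when adjusted over the list alone, with a median of -0.71 and a camera adjusted p of 0.651. Without GLY 2, camera called 6 of the 14 lists: copper-responsive, SPL-targeting, 21-nt and rRNA or tRNA fragment entries on the higher side, and NF-YA-targeting and 24-nt on the lower side. In that fit 41 of the 66 24-nt miRNAs were called lower and 0 higher, with a median of -2.09. The 24-nt median was -0.081 without GLY 1 and 0.30 without GLY 3, with no calls. Of the 21-nt miRNAs, 26 were called higher and 18 lower without GLY 2, 0 without CK 1, 0 without CK 2, 4 and 1 without CK 3, 5 and 7 without GLY 1, and 3 and 3 without GLY 3.

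At the thresholds of the study, 68 miRNAs passed an unadjusted limma p under 0.05, 29 higher and 39 lower in GLY. Of these, 64 also had a log2 fold change of at least 1 in size, 29 higher and 35 lower. The first count was 147 without GLY 2 and 45 without CK 2, and the second 128 without GLY 2.

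The length of the sequences was compared as an overview of the libraries. Among the 479 miRNAs, 42.0% were 21 nt, 29.2% were 24 nt and 14.6% were 22 nt long. By abundance, 21-nt miRNAs made up 69.2% ± 7.99 (SD, n = 3) of the CK total and 55.9% ± 14.7 of the GLY total, a difference with an exact permutation p of 0.3. The share of 22-nt miRNAs was 10.7% ± 1.77 in CK and 17.7% ± 2.20 in GLY, higher in each of the 3 GLY libraries than in any CK library, with an exact permutation p of 0.1, the smallest possible here, and an adjusted p of 0.5 over the 5 lengths. A single 22-nt miRNA, osa-miR1432-5p_R+1, took up 0.756%, 0.598% and 0.679% of the CK totals and 8.22%, 5.55% and 5.50% of the GLY totals. With it left out, a setting chosen after seeing the data, the 22-nt shares were 10.1% ± 1.80 in CK and 12.1% ± 1.59 in GLY, overlapped between groups and had an exact permutation p of 0.3. The share of 24-nt miRNAs was 15.2%, 14.0% and 6.99% in CK 1, CK 2 and CK 3 and 7.74%, 35.4% and 7.26% in GLY 1, GLY 2 and GLY 3 (exact permutation p of 0.8). The means for 20 nt (1.69% and 2.66%) and 23 nt (0.474% and 0.337%) had an exact permutation p of 0.4 each, and the adjusted p was 0.5 for all lengths but 24 nt (0.8). Without GLY 2 the difference in the 24-nt share, GLY minus CK, was -4.55 percentage points instead of 4.75.

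**Figure D3:**
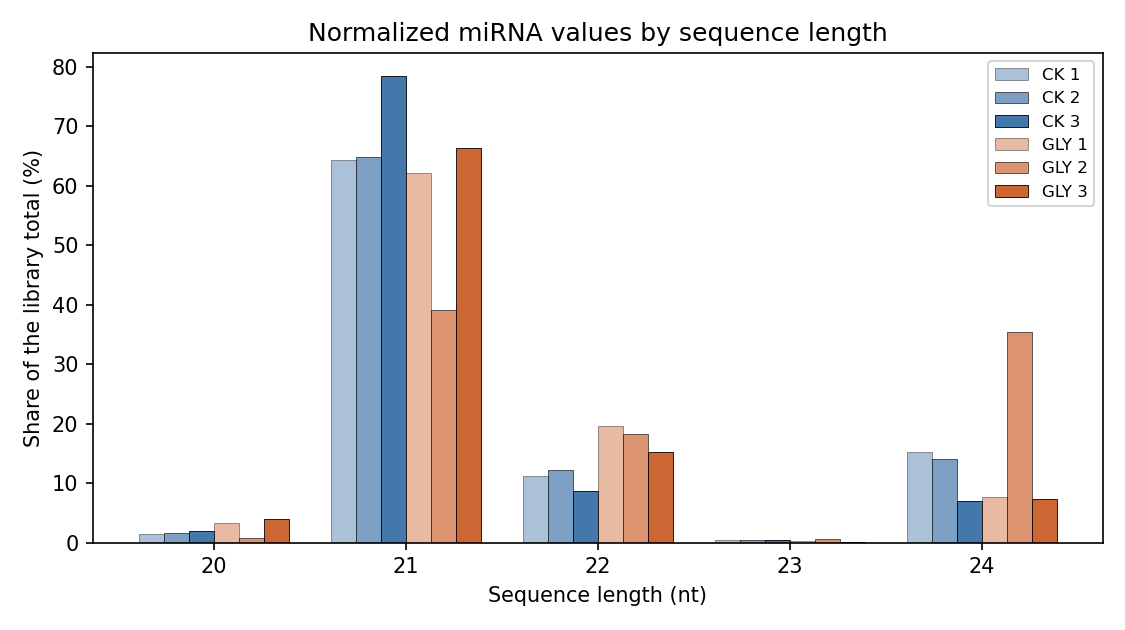
Share of the summed normalized values in each library, in percent, taken up by miRNAs of 20 to 24 nt, with CK in blue, GLY in orange and darker shades for higher replicate numbers. GLY 2 has 35.4% in 24-nt miRNAs and 39.1% in 21-nt miRNAs, and the 22-nt share of each GLY library is above that of each CK library, with 5.50% to 8.22% of each GLY total in osa-miR1432-5p_R+1 alone.

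Detection was compared by the number of miRNAs above 0 in all libraries of a group. It was 283 in CK and 218 in GLY, with 202 in both, 81 in CK alone and 16 in GLY alone. Alone here means above 0 in all libraries of that group but not in all of the other, where some can still be above 0. After the estimated reads were thinned to 97894 per library, the numbers were 279, 218, 199.8, 79.0 and 17.96, but the table holds few low counts that thinning could remove. With 5 or more reads required after that thinning, a setting chosen after seeing the data, the numbers were 229 in CK, 189 in GLY, 56.7 in CK alone and 16.2 in GLY alone. The same minimum without thinning gave 270 in CK, 197 in GLY, 86 in CK alone and 13 in GLY alone. After thinning to equal valid small RNA reads with the same minimum, also chosen after seeing the data, they were 209, 185, 47.8 and 23.1, so depth accounts for part of the difference. Per library this last setting left 244, 234 and 286 miRNAs in CK 1, CK 2 and CK 3 and 287, 309 and 238 in GLY 1, GLY 2 and GLY 3. At equal estimated miRNA reads with that minimum, the numbers were 285, 269 and 274 in CK and 265, 334 and 238 in GLY. Whether single GLY libraries had fewer miRNAs thus depends on the setting. The count for GLY alone was 34 without GLY 2 and 34 without GLY 3. In all GLY libraries 7 miRNAs were found that were listed at 0 in every CK library, and 12 were found in all CK libraries and listed at 0 in every GLY library.

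The ratio of the 5p to the 3p arm was compared for 44 hairpins to see whether both arms changed alike. No ratio was called with limma (0 of 44), while 6 had an unadjusted p under 0.05. For miR397b the arms had log2 fold changes of 2.21 (5p) and 2.58 (3p), and for miR528 of 2.27 and 1.86. For miR169r they were -2.55 and -3.88, with a log2 ratio of 5p to 3p that was 1.33 ± 0.45 (SE) higher in GLY and a limma adjusted p of 0.261. Without GLY 2 the number of called ratios was 5, namely those of osa-MIR1423, bdi-MIR169f, osa-MIR398a, osa-MIR3980a and osa-MIR535, which were chosen after their values were seen.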

Values the study reported

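The study reported 479 unique miRNAs, of which 41.96% were 21 nt, 29.23% were 24 nt and 14.61% were 22 nt long. It reported 385 known and 94 newly identified miRNAs. It found 283 miRNAs in all repeats of CK and 218 in all repeats of GLY, with 202 shared, 81 specific to CK and 16 specific to GLY. The study reported 52 differentially expressed miRNAs. It gave the increase of osa-MIR167f-p3 as 5.76-fold and the decrease of osa-miR169r-3p as 4-fold.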

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

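The comparison restricted to miRNAs of 20 to 22 nt, rescaled to their own total, the length shares without osa-miR1432-5p_R+1, thinning to equal valid small RNA reads and the minimum of 5 reads after thinning were chosen after seeing the data, and the other settings were chosen before the data were examined. That fits without 1 library keep the miRNAs tested with all 6 was decided after a first run had filtered them anew. No called miRNA changed direction in the scalings that tested it, which for osa-MIR171g-p3 was 1 of 4, or when a library was left out. Of the 28 called miRNAs, 10 were called in all 4 other scalings. The number of called miRNAs was 14 with upper-quartile scaling (9 higher, 5 lower), 12 with the valid small RNA reads (11 and 1) and 62 among miRNAs of 20 to 22 nt (29 and 33), and it lay between 2 and 125 when 1 library was left out (2 to 39 higher, 0 to 86 lower). With the other scalings, filters, pseudocount, voom weights and summed sequences it was 22 to 32. Called families numbered 2 with upper-quartile scaling, 2 with the valid reads, 5 with no filter, 22 among miRNAs of 20 to 22 nt and 3 to 47 without 1 library. Called lists numbered 5 with no filter, 0 with an estimated correlation, 5 with fry and 3 to 6 without 1 library. At the study's thresholds the counts were 45 to 147 and, with the fold criterion, 45 to 128 without 1 library. Without 1 library, miRNAs detected in GLY alone numbered 13 to 34 and called arm ratios 0 to 5. With thinning to equal valid small RNA reads and 5 or more reads left, miRNAs detected in CK alone numbered 47.8 against 81. Counting miRNAs detected in place of abundance gave a difference, GLY minus CK, of 4.34 points for 21 nt, -1.89 for 22 nt and -0.64 for 23 nt, which weighs each miRNA alike. For 24 nt it was -2.24 points, against 4.75 by abundance. Without osa-miR1432-5p_R+1 the 22-nt difference was 1.97 points, since that miRNA holds most of it. Apart from the changes that fewer libraries or fewer miRNAs bring by construction, the cause was not tested.

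The deviations of same-numbered libraries from their group means correlated at -0.388, 0.0936 and 0.467, and those of GLY 2 correlated more with CK 1 (0.511). These values show no steady pairing by number. They cannot exclude a pairing, since the deviations within a group sum to 0 and are not independent. With a replicate block 6 miRNAs (5 higher, 1 lower), 4 families, 3 lists and 0 arm ratios were called.

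Some values not called with all 6 libraries changed sign, and for PC-5p-7586_652 the reversed value without GLY 2 was itself called lower (limma adjusted p of 0.0193, in a range up to 0.999 over all alternatives). Their log2 fold changes were 0.17 for osa-miR399d_R-1 and osa-miR399j_R-1, 0.076 for osa-miR172d-5p_R+1, 0.071 for osa-miR530-5p_R+1 and 0.14 for the miR399 family with median-ratio scaling, and 0.17, 0.17, 0.079, 0.077 and 0.14 with the valid reads. With the total of the table they were -0.024 for osa-miR827, -0.016 for PC-5p-7586_652 and -0.0055 for the miR827 family, and with voom weights -0.021 for osa-miR827. Without 1 library the ranges were -1.63 to 0.57 for osa-miR1862d, -0.59 to 0.64 for osa-miR172d-5p_R+1, -0.51 to 0.46 for osa-miR399d_R-1 and osa-miR399j_R-1, -0.55 to 0.47 for the miR399 family, -0.052 to 0.60 for gma-miR5368_L+3R+2, -0.013 to 0.56 for gma-miR4995_L+1R+3, -0.45 to 0.17 for osa-miR530-5p_R+1, -1.33 to 0.31 for osa-MIR820a-p3, osa-MIR820b-p3 and osa-MIR820c-p3, -0.90 to 1.27 for osa-miR1876, -0.34 to 2.11 for PC-5p-550_3155, -1.14 to 0.89 for PC-5p-7586_652 and -0.66 to 1.92 for PC-5p-1509_1252. Over named miRNAs, families and lists, the other alternatives lost a call 201 times and gained one 55 times. Count models and unrounded counts were not run, since the table holds no counts, and depth is known only as a relative value.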

Other observations

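The tests given here were chosen only after the results were seen, except the counts over other splits of the libraries. A few miRNAs outside the comparisons were listed above 0 in every library of one group and at 0 in the other, chosen after their values were seen. Since low counts seem to have been left out and 1 read was worth 1.49 in GLY 2 and 1.72 in GLY 3, these zeros do not show absence. The phasiRNA triggers osa-miR2118e and osa-miR2118d_1ss17TA were at 8.37, 4.82 and 5.95 and at 10.1, 7.45 and 7.84 in the CK libraries and listed at 0 in the GLY libraries, while osa-MIR7692-p3 was listed at 0 in CK and at 6.16, 37.3 and 13.8 in GLY. Like these triggers, osa-miR2118o_1ss1CT was above 0 in all CK libraries and listed at 0 in all GLY libraries. Without GLY 2, limma called further families, among them miR1430 with a log2 fold change of -3.36, miR2118 with 1.87 and miR820 with -1.23. Most of the miR2118 sum came from osa-MIR2118e-p5_2ss13TA19CT, which is not a mature trigger.

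The ratio of group means for osa-MIR167f-p3 was 54.0 here. As a linear ratio that is higher than the value quoted from the study above. The ratio for osa-miR169r-3p, CK over GLY, was 16.0 here. As a linear ratio that too is higher than the value quoted from the study above. On the log2 scale the ratios of the means, GLY over CK, were 5.76 and -4.00. In size these log2 values equal the quoted values, so the gap is that between a linear and a log2 scale.

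GLY 2 had 35.4% of its total in 24-nt miRNAs against at most 15.2% in the others. GLY 2 also had 43.1 more 24-nt miRNAs detected than the next library after thinning to equal estimated miRNA reads. With 5 or more reads left the excess was 50.8, and 52.4 so at equal valid small RNA reads. Depth thus does not account for the number detected. Thinning leaves a share as it is on average, so it does not test depth as the cause of the share. By estimated reads GLY 2 (118662) lay between GLY 1 (176515) and GLY 3 (97902), whose 24-nt shares were 7.74% and 7.26%. The scaling of the library does not account for the share. The ratio of 24-nt to 21-nt values in GLY 2, which scaling leaves as it is, was 3.84 times the highest of the others. The correlations cannot tell whether GLY 2 was an unsprayed plant like the CK plants under a GLY label. GLY 2 correlated at 0.634 to 0.719 with the CK libraries, which correlated at 0.939 to 0.972 with each other. It correlated at 0.640 with GLY 1 and at 0.557 with GLY 3. Its 24-nt excess enters all of these values, and on the first principal component it lay on the side of the CK libraries. In GLY 2, osa-miR1432-5p_R+1 took up 5.55% of the total, against 0.598% to 0.756% in CK. That miRNA was picked for its small p in a fit that counted GLY 2 as GLY, so this value alone decides nothing. The value of osa-miR156a in GLY 2 (330) lay within the CK range of 301 to 407. Among miRNAs of 18 to 23 nt that differed at least 2-fold in GLY 1 and GLY 3 from CK, GLY 2 lay nearer the GLY libraries in 56.4% (62.5% of those higher and 47.8% of those lower), against at most 8.06% for a CK library held out in turn, a comparison that replaced a first bound of 80%, which was not met. A mixed sample, another leaf age or a plant that responded less may remain, and none of these was tested.

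Copper-responsive miRNAs were higher in GLY. Camera with the preset correlation and fry called this list, and camera with an estimated correlation did not (adjusted p of 0.352). The list was fixed with the paper's results from these same libraries in view, so these calls are not independent support. The lowest median log2 fold change of the list over the 4 other scalings was 2.37. They moved the median of all tested miRNAs only between -0.60 and -0.17, so they could hardly have removed the rise. It does not rest on the choice among these scalings. Without GLY 2 the median was 2.89, so the rise does not rest on that library. These miRNAs took up less of GLY 2 (4.27%) than of GLY 1 (6.87%) or GLY 3 (6.41%). Leaving GLY 2 out could thus hardly lower the median and does not test its 24-nt excess. A general response to short nutrients could also raise the phosphate families miR399 and miR827. Their upper 95% limit reached at most 1.2999 on the log2 scale, below the 2.25 of the least changed copper family. These values argue against a rise as large as that of the copper families. They allow a smaller rise, so they do not decide on a general response. The sulfate family miR395 was too low to be tested and a response to short sulfate stays open. Since glyphosate binds metal ions, a candidate explanation is that sprayed leaves had less usable copper, which these libraries cannot test and which would need copper measured in the leaves or its supply varied. Leaf age and the state of the plants stay open as well. So does library quality, since each GLY library kept a smaller share of valid reads than any CK library. The CK plants were left unsprayed, so an effect of spraying itself cannot be told apart from one of glyphosate.

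Both arms of hairpins with a called arm lay in the same direction. Of 13 hairpins with a called arm, 13 (100%) had both arms on the same side of 0, against a mean of 45.8% when arms were paired at random, with a one-sided permutation p of 1e-04, the smallest that 10000 resamples can give. Over all 41 hairpins with both arms tested, 29 had them on the same side. Changes in the amount of the precursor could give this, a hypothesis that does not tell transcription from processing or stability. A shared direction does not show that both arms changed by the same factor. With all libraries no arm ratio was called. Without GLY 2 the ratios of bdi-MIR169f, osa-MIR398a and osa-MIR535, hairpins with a called arm, were called.

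The 6 libraries can be split in 10 ways, too few for a share under 0.05. The real split, 1 of the 10 with a count as large, gave 28 miRNAs against at most 0 in the others, 8 families against at most 0 (again 1 of 10), and 68 miRNAs at the study's thresholds against at most 46 (1 of 10). For lists by camera with the preset correlation all 10 splits gave at least as many as the real 3, and the highest of the others gave 8. This test thus calls lists under any split, so the list calls carry little weight on their own. Whether structure among the libraries or the preset correlation brings this was not tested. For arm ratios the real split gave 0 and the highest other 0, so all 10 count as large.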
